A study of Mus musculus with 6 samples. Its data were reported in "Context-dependent enhancer function revealed by targeted inter-TAD relocation" (2022).

How the data were processed

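The series held 6 ChIP-seq samples of wild-type mouse forelimb buds at embryonic day 12.5, cut into a distal piece (DFL, the presumptive digits) and a proximal piece (PFL, the presumptive forearm and upper arm). Each piece was profiled for H3K27ac, a histone mark of active promoters and enhancers, for H3K27me3, the mark laid down by the Polycomb repressive complex, and for CTCF, a DNA-binding protein found at many borders of chromatin domains. Groups were taken from the sample titles, and every combination of mark and piece had 1 library, so there were no replicates and no p-value was computed. Another 2 peak lists, of the HOX transcription factors HOXA13 and HOXD13 in forelimb buds of an earlier stage, belonged to no sample of the series. They were used as the authors' lists to place binding sites.

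The labels name cutadapt, Bowtie, SAMtools and MACS2 for all samples and mm10 as the genome build. According to the methods of the study, reads were trimmed, aligned and filtered on mapping quality, and peaks were called for each library by itself, with no input control. In all 8 lists the weakest peaks were close to a q-value of 0.05. Each deposited line gives a peak interval, a fold enrichment, which is a ratio of the summit pileup to the local background that the authors' peak caller estimated from the same library, the −log10 p and −log10 q of that enrichment, and the summit as an offset in bp from the peak start. These values per peak are the authors' own and were used here to rank, filter or describe peaks within a list. Pileup and background solved from them were also compared between lists.

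The lists give no read totals. Totals of sequenced reads that the study reports were not used. They have the same DFL to PFL order as the backgrounds below for H3K27me3 and CTCF, and the opposite order for H3K27ac. For H3K27me3 they are further apart than the backgrounds. As a measure of depth, the summit pileup and the local background of 2000 peaks per list were solved from the deposited fold and −log10 p, using the ratio (pileup + 1) / (background + 1) and the Poisson tail. An exact whole-number pileup was found for 100% of the sampled peaks in all 8 lists. The lowest solved background, which grows with read depth times fragment length, was 12.5 fragments for DFL H3K27ac and 11.9 for PFL H3K27ac, 3.06 for DFL H3K27me3 and 4.75 for PFL H3K27me3, 6.47 for DFL CTCF and 7.31 for PFL CTCF, 6.10 for HOXA13 and 7.71 for HOXD13. The H3K27me3 pair was therefore the shallowest and the most unequal of the sample pairs, with a DFL background of 0.646 times that of PFL. For all H3K27me3 regions the local background was also expressed as a multiple of the lowest background of its library.

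Only autosomes and the X chromosome were used. Lines sharing an interval, which list several summits of a peak, were collapsed to 1 region, and overlapping regions of a list were merged. A region counted as shared when it overlapped the other list by at least 1 bp, and as DFL-only or PFL-only otherwise. Shares carry Wilson 95% intervals, which cover counting error only. Overlap by chance was measured by 100 circular shifts of the other list within each chromosome. HOX13 overlap of the regions was also counted within 4 length classes of equal size.

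The HoxD locus was divided at genes of the GENCODE vM21 annotation. C-DOM, the regulatory landscape on the centromeric side, ended at Evx2, the cluster ran from Evx2 to Hoxd1, and T-DOM, the telomeric landscape, followed. They measured 703 kb, 112 kb and 890 kb. T-DOM was also split at the insertion site. For each interval the DFL share of the length covered by DFL and PFL regions was ranked among 10000 random windows of the same length that held between 0.5 and 2 times its covered length. Because accepted windows overlap, they amount to fewer separate stretches, from 430 to 2172 for the intervals ranked. The element II1 and the insertion site were placed by exact matches of the study's primers (CATGTGCTAATCACAGCTTG and GATCTTGCAACACTACAGTC) and guide sequence (GCAGTGCGCCTAGTGACGGA) to mm10.

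Of 21755 protein-coding genes, 54 whose symbol was not unique were left out, which left 21701. A promoter carried a mark when a region lay within 2 kb of the start of any of the gene's basic transcripts. Covered length around a gene was summed within 50 kb of its annotated 5′ end, and for the ranking of single genes by H3K27me3 within 10 kb. Gene lists were drawn up for distal limb, proximal limb, muscle, endothelium, blood, ectoderm, cartilage, nerve and glia, brain, housekeeping and the HoxA, HoxB, HoxC and HoxD clusters. Each list's median DFL minus PFL covered length was ranked among 10000 random lists of the same size, matched in deciles of covered length. Percentiles at or beyond 2.5 and 97.5 were treated as outside the random range. Genes of a Hox cluster share most of their windows while random genes do not, so percentiles of the cluster lists, and of the distal and proximal limb lists, which hold several neighbouring genes of these clusters, are less certain than those of the other lists.

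Genes are named by a fixed rule, although not every gene or region that it covers is given. It covers all genes of the HoxD cluster with Evx2, Lnpk and Mtx2, members of the gene lists with the largest differences, the 10 genes with the largest difference in each direction for either mark (with only 1 gene per group of overlapping windows), and up to 10 genes per direction whose promoter carried H3K27ac in a single piece and H3K27me3 in the other alone. Regions are named in the HoxD locus, and for each list the 3 with the highest fold. These rules, the gene lists, the comparisons and most alternatives were fixed before the data were examined.

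The alternatives were a −log10 q of at least 5, a fold of at least 5, equal numbers of the strongest regions by −log10 q in both lists, an overlap of at least 50% of the smaller region or a summit inside the region as the meaning of shared, merging of regions within 1 kb, counting regions in place of covered length, random windows of any covered length, HOX13 peaks found in both lists, promoters of 5 kb and gene windows of 100 kb. A strict threshold in the counted list alone and added muscle and ectoderm gene lists were chosen after the data had been seen. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used. The steps were tested on simulated data. A built-in overlap of 69.9% was recovered exactly, and simulated pileups were solved in 100% of 2000 cases. Of 400 random gene lists, 6.25% fell beyond the percentile bounds where 5% was the target. All of 100 lists raised by a built-in difference passed the upper bound. That difference was larger than most list medians reported below, so this check does not show whether differences of their size would be detected.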

Results

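The data are peak lists from ChIP-seq of distal (DFL) and proximal (PFL) pieces of mouse embryonic forelimb buds. H3K27ac gave 59804 regions in DFL, covering 36.5 Mb, and 69503 in PFL, covering 43.98 Mb. H3K27me3 gave 9083 regions (7.11 Mb) in DFL and 13873 (11.1 Mb) in PFL, and CTCF gave 54673 (21.7 Mb) and 52801 (21.4 Mb). The HOXA13 list held 66761 regions and the HOXD13 list 52660. The median region was between 283 bp (HOXD13) and 629 bp (DFL H3K27me3) long. There was 1 library per mark and piece, so all intervals below cover counting error only and the percentiles describe these libraries.

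The study moved an enhancer from the regulatory landscape on one side of the HoxD cluster to that on the other, and the comparison here is of these landscapes between distal and proximal limb cells. The genes Hoxd13 to Hoxd1 encode transcription factors that pattern the limb along its length. Enhancers in C-DOM serve the digits and those in T-DOM serve the forearm. H3K27ac regions were distributed in that way, with most of the C-DOM regions in DFL and most of the T-DOM regions in PFL. In the cluster between the landscapes, H3K27ac regions covered about the same length in DFL (16.5 kb) as in PFL (17.7 kb). Covered length does not measure the level of the mark.

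In C-DOM, DFL had 73 H3K27ac regions covering 39.1 kb, with a mean of 536 bp per region, and PFL had 25 covering 11.99 kb, with a mean of 480 bp. DFL held 76.5% of the covered length, against 45.3% genome-wide, which was at the 99.9th percentile of matched random windows (Wilson interval on the number of regions, 65.0 to 82.1%). Of the 73 DFL regions in C-DOM, 49 had no PFL counterpart, while 23 of the 25 PFL regions had a DFL counterpart. In T-DOM, DFL had 26 regions covering 16.1 kb (mean 620 bp) and PFL had 54 covering 31.1 kb (mean 575 bp). The DFL share of T-DOM was 34.2% (23.2 to 43.4%), at percentile 2.23. Of the 54 PFL regions there, 36 lacked a DFL counterpart. The T-DOM part between the cluster and the insertion site leaned furthest towards PFL, with 6 DFL regions (3.72 kb) against 22 PFL regions (11.9 kb), a DFL share of 23.8% at percentile 1.07. The telomeric part had 20 against 32 regions and a share of 39.3%, at percentile 11.97. The C-DOM and T-DOM directions turned only with a fold of at least 5, which left 0 DFL and 2 PFL regions in C-DOM and 3 and 2 in T-DOM. The T-DOM percentile was 2.66 with lists of equal size and 4.50 at −log10 q of at least 5. It was 11.4 among windows of any covered length, so its position outside the random range depended on these choices. Among windows of any covered length C-DOM was at 97.1, inside the random range, and the part of T-DOM next to the cluster at 7.66, and at a fold of at least 5 that part was at 18.5.

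**Figure D1:**
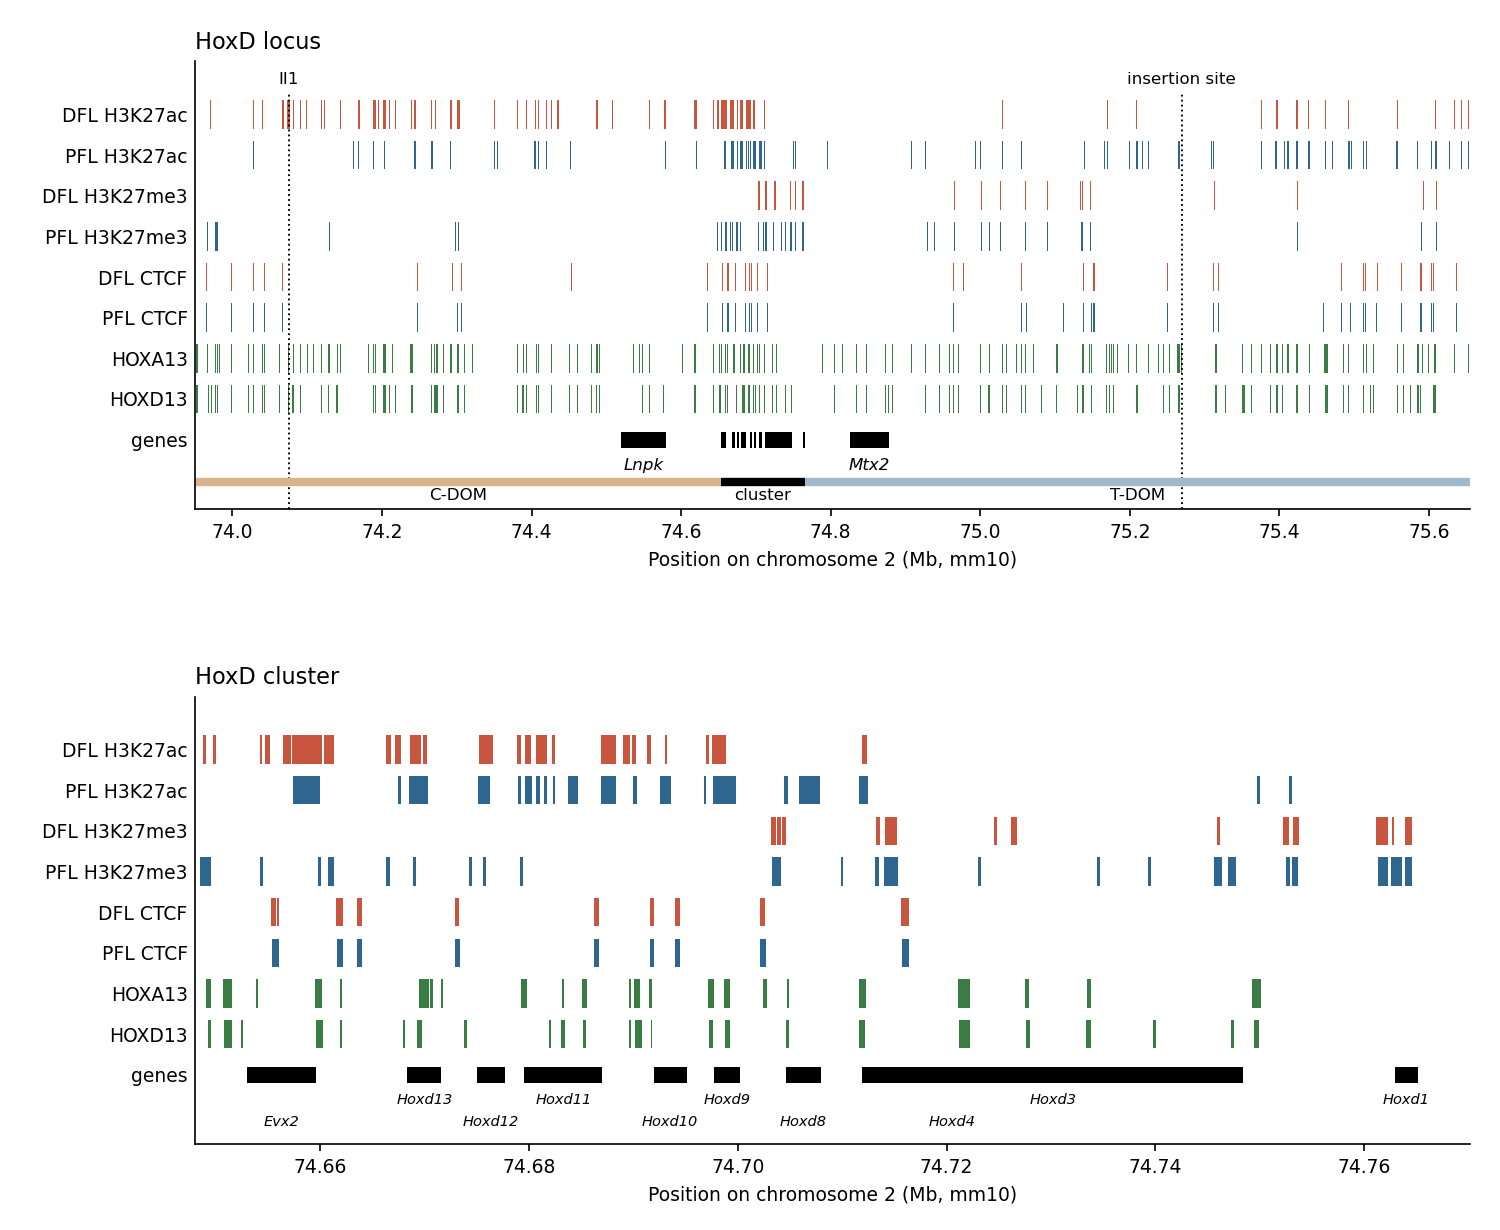
Regions of the 8 peak lists along the HoxD locus (top) and the HoxD cluster (bottom), by position on chromosome 2 in Mb of mm10. DFL regions are red, PFL regions blue and HOX13 regions green, very short regions are drawn at a minimum width, and C-DOM shows 73 DFL against 25 PFL H3K27ac regions.

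Within the cluster, counts by part were small and the intervals of their DFL shares overlapped. From Evx2, a homeobox gene next to Hoxd13, to Hoxd12, DFL had 10 regions covering 9.09 kb and PFL 4 regions covering 5.75 kb. The local background was not examined for H3K27ac, so neither these counts nor the covered lengths measure the level of the mark. From Hoxd11 to Hoxd8, DFL had 10 regions over 6.62 kb and PFL 12 over 10.1 kb. From Hoxd4 to Hoxd1 there were 1 DFL and 3 PFL regions. Evx2 was covered by H3K27ac over 56.5% of its length in DFL and 33.5% in PFL. Covered length at Hoxd13 (chr2:74668310-74671599), the main HoxD gene of the digits, went the other way with 43.0% and 54.3%. The DFL regions on Hoxd13 had folds of 1.61 and 1.36, at −log10 q of 13.1 and 4.74. The PFL region there had a fold of 3.07 at −log10 q of 25.4. Folds as low as those in DFL reach such −log10 q only over a high local background. Less covered length at Hoxd13 in DFL is therefore not a measurement of less H3K27ac. Hoxd9, a gene of the proximal domain, was covered over 44.7% in DFL and 84.8% in PFL. Hoxd10 was covered over 6.73% in DFL and 34.9% in PFL, and Hoxd11 over 26.997% and 35.2%. The Hoxd8 promoter had H3K27ac in PFL alone, the promoters of Hoxd13, Hoxd12, Hoxd11, Hoxd10, Hoxd9 and Hoxd3 had it in both pieces, and those of Hoxd4 and Hoxd1 in neither. Lnpk in C-DOM and Mtx2 in T-DOM had acetylated promoters in both pieces.

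H3K27me3 was compared over the same intervals to see where Polycomb covers the landscapes. C-DOM held H3K27me3 regions in PFL alone. T-DOM held nearly equal numbers in both pieces as deposited. It held more in DFL with lists of equal size and more in PFL at −log10 q of at least 5. At the end of the cluster that is active in digits, from Evx2 to Hoxd12, H3K27me3 regions were found in PFL alone.

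DFL had 0 H3K27me3 regions in C-DOM and PFL had 9, covering 6.42 kb with a mean of 713 bp. That placed C-DOM at percentile 0.095 of matched windows, and at 6.46 among windows of any covered length. The strongest of the 9 lay at chr2:74129057-74130900, with fold 4.48, and ranked 1200th of 13873 by fold. In the cluster DFL had 13 regions over 7.13 kb (mean 549 bp) and PFL 22 over 11.1 kb (mean 506 bp), a DFL share of 39.0% that matched the genome-wide 39.1% (percentile 29.9). From Evx2 to Hoxd12, DFL had 0 regions and PFL 7 short ones, with a mean of 316 bp. The promoters of Evx2, Hoxd13 and Hoxd12 were marked in PFL alone. From Hoxd11 to Hoxd8, DFL had 3 regions (1.24 kb) and PFL 1 (0.826 kb). From Hoxd4 to Hoxd1, which stays silent in much of the limb, DFL had 10 regions and PFL 12, and the promoters of Hoxd4, Hoxd3, Hoxd1 and also Hoxd8 were marked in both. T-DOM had 16 regions over 11.4 kb in DFL and 17 over 12.1 kb in PFL, a DFL share of 48.3% at percentile 98.9. With lists of equal size T-DOM had 16 DFL and 11 PFL regions, a share of 57.3% at percentile 99.7. At −log10 q of at least 5 it had 7 DFL and 10 PFL regions, a DFL share of 42.9%. The percentile fell inside the random range at −log10 q of at least 5 (74.3), with merging (95.9), for numbers of regions (90.1) and among windows of any covered length (90.3). The part of T-DOM next to the cluster had 10 DFL and 13 PFL regions, a DFL share of 43.8% at percentile 76.1. With lists of equal size that part was at 97.55. The telomeric part of T-DOM had 6 DFL and 4 PFL regions, at percentile 99.6. It was at 99.3 with lists of equal size and 99.7 with merging. It was inside the random range at −log10 q of at least 5 (65.2, with 2 DFL and 3 PFL regions). The same held for numbers of regions (96.2) and among windows of any covered length (96.7).

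The 7 PFL regions between Evx2 and Hoxd12 had folds of 1.52 to 1.86, although the local background around them was high, with a median of 14.97 times the lowest background of the PFL library. Cluster regions had a median local background of 12.1 times the lowest in DFL and 13.02 times in PFL, against 3.66 and 3.13 genome-wide. In T-DOM the median was 3.96 times in DFL, from 16 regions, and 2.65 times in PFL, from 17. Where the mark spreads broadly, a narrow peak has to rise above its own surroundings, so the absence of a DFL region between Evx2 and Hoxd12 is not a measurement of absent H3K27me3.

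**Figure D2:**
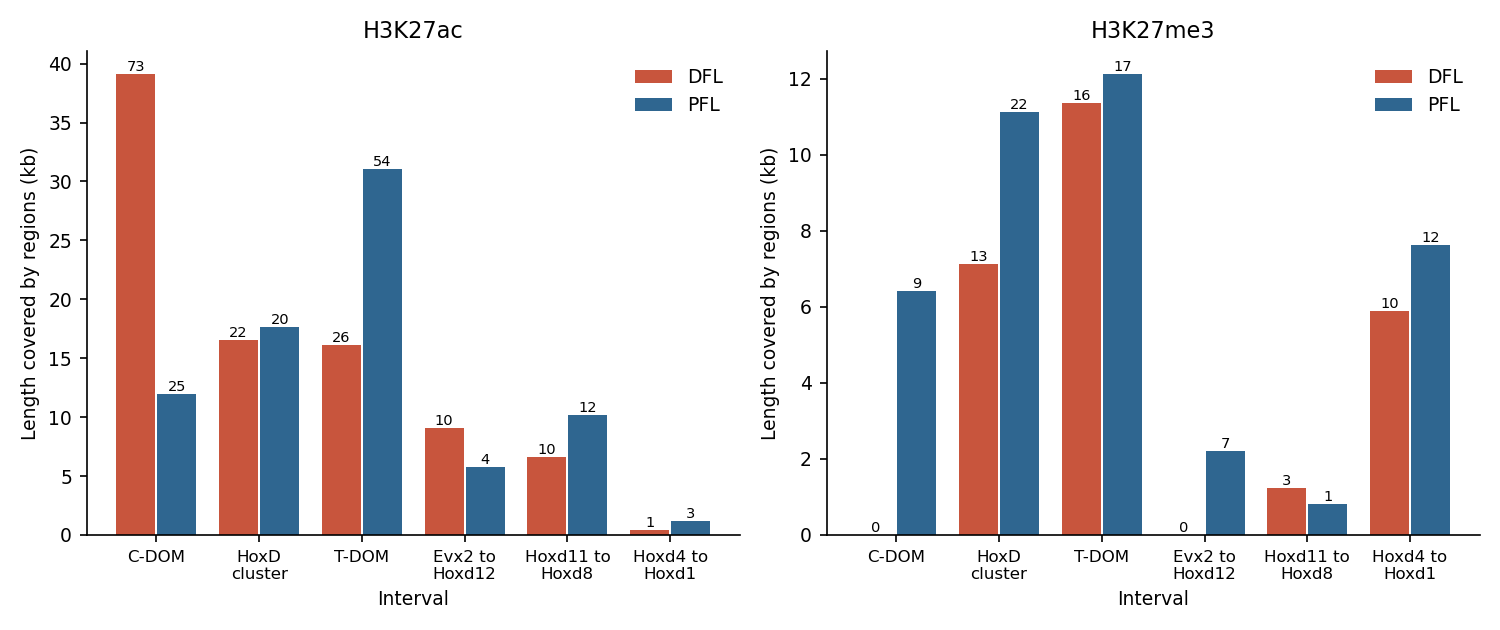
Length in kb covered by H3K27ac (left) and H3K27me3 (right) regions of DFL (red) and PFL (blue) in intervals of the HoxD locus, with the number of regions above each bar. H3K27ac covers 39.1 kb of C-DOM in DFL and 11.99 kb in PFL, and H3K27me3 covers 0 kb in DFL and 6.42 kb in PFL.

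CTCF was compared because its sites border and subdivide the domains at HoxD. Nearly all sites of the locus were common to both pieces. Of the 43 DFL sites, 40 (93.0%) had a PFL counterpart, and of the 44 PFL sites, 39 did (88.6%). All 10 DFL sites and all 9 PFL sites in the cluster were shared. T-DOM held 5 CTCF sites found in PFL alone and 1 found in DFL alone, and C-DOM held 2 in DFL alone.

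The study moved II1, an enhancer of C-DOM active in digits, into T-DOM, so its own state and that of the target site were examined. II1 mapped to chr2:74075307-74075849 (543 bp). It is intergenic, 25075 bp from the long noncoding RNA gene A630050E04Rik and 163981 bp from Atp5g3, the nearest protein-coding gene, which encodes a subunit of ATP synthase. The element carried H3K27ac in DFL and both HOX13 factors, and no region of the other 5 lists. The DFL H3K27ac region at chr2:74073287-74075544 had fold 3.48, −log10 q 40.6 and rank 21572 of 59804, and its highest summit, at 74075320, fell inside II1. The HOXA13 region at chr2:74074513-74076102 had fold 7.99 and rank 5700 of 66761, and the HOXD13 region at chr2:74075154-74076022 had fold 8.34 and rank 3611 of 52660. Their highest summits fell inside II1, at 74075769 and 74075764. A stronger HOXD13 region, with fold 9.26, lay outside II1 at chr2:74074523-74075009. The HOXA13 region had another summit outside II1, at 74074787 (fold 6.29). The H3K27ac summit inside II1 was 13 bp from its edge. The nearest PFL H3K27ac region was 47359 bp away, and the nearest H3K27me3 regions were 53207 bp away in PFL and 627314 bp in DFL. The nearest CTCF sites were 8209 bp (DFL) and 8206 bp (PFL) from the element.

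The insertion site at chr2:75269597-75269616, 1.19 Mb from II1, matched the guide on the minus strand. It lies in an intron of the long noncoding RNA gene 2600014E21Rik, whose body spans the site in 11 of 15 annotated transcripts, with 0 exons over it. The nearest protein-coding gene is Hnrnpa3, an RNA-binding protein gene, 389645 bp away. No H3K27ac, H3K27me3, CTCF or HOXD13 region covered the site. The nearest PFL H3K27ac region was 2969 bp away (percentile 29.9 of distances from random T-DOM positions) and the nearest DFL one 25013 bp (61.5). H3K27me3 regions were 43553 bp away in DFL (71.4) and 121023 bp in PFL (96.3), and CTCF sites 18747 bp in DFL and 18742 bp in PFL. A HOXD13 region lay 2816 bp away. A HOXA13 region did cover the site, with fold 2.11, −log10 q 1.497 and rank 66414 of 66761, which put it among the weakest of its list.

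Genome-wide, CTCF binding was mostly common to both pieces, H3K27ac less so, and H3K27me3 differed in an uneven way, since nearly all DFL regions lay within the longer PFL list. CTCF sites were shared by 88.7% of DFL regions and 91.8% of PFL regions. H3K27ac regions were shared by 73.3% of DFL (72.9 to 73.6%) and 61.9% of PFL regions (61.5 to 62.3%), which left 15994 DFL-only and 26481 PFL-only regions. H3K27me3 regions were shared by 91.0% of DFL (90.3 to 91.5%) and 56.0% of PFL (55.2 to 56.8%), with 822 DFL-only and 6102 PFL-only. Circular shifts gave between 0.558 and 3.15%. With a fold of at least 5 the shared H3K27me3 fell to 50.6% of DFL and 40% of PFL regions. With lists of equal size it was 81.0% and 73.9%. HOXA13 shared 62.0% of its regions with HOXD13, and HOXD13 80.8% with HOXA13.

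The strongest regions of the lists lay mostly within or near genes. The highest H3K27ac fold was 15.6 in DFL, 14751 bp from Pecr, a peroxisomal enzyme gene, and 14.9 in PFL, 3537 bp from Slfn14. Other leading H3K27ac regions lay in Tango6 (DFL) and Exo1 (PFL) and near Zfp619 in both. Both H3K27me3 lists had regions in Cmss1 and Zc3h7a among their 3 strongest, with Fcgr3 first in DFL (19.2) and Lars2 second in PFL (19.3). The strongest CTCF site of both pieces lay in Lrrc59 (26.4 in DFL and 25.2 in PFL), and other leading sites lay near Scg3 in DFL and near Gng4 and Shcbp1l in PFL. The strongest region of both HOX13 lists lay in Chl1, a neural cell adhesion gene (29.9995 for HOXA13, 36.2 for HOXD13). Ntm and Asprv1 followed for HOXA13, and Lars2 and Rpusd4 for HOXD13. The regions in Chl1, Lars2 and Cmss1 and near Rpusd4 overlapped all 8 lists, and that in Zc3h7a overlapped 7. Their high folds are therefore not specific to a mark or factor. With no input control, they cannot be read as strong binding or marking.

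HOXA13 and HOXD13 act in the digit territory and are bound on both sides of HoxD. Their peaks were counted in H3K27ac regions found in DFL alone, in both pieces or in PFL alone. DFL-only H3K27ac regions held HOX13 peaks far more often than PFL-only regions. For H3K27me3 the order was the other way round, with HOX13 peaks more frequent in PFL-only regions.

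Of the DFL-only H3K27ac regions, 32.5% overlapped a HOX13 peak (31.8 to 33.28%), against 40.9% of shared (40.5 to 41.4%) and 12.53% of PFL-only regions (12.1 to 12.9%). The DFL-only share was 2.60 times the PFL-only share. Shifted lists gave 2.30 to 3.27%. In the shortest of the 4 length classes the shares were 21.3% of DFL-only and 10.1% of PFL-only regions, and in the longest 69.7% and 21.1%. The ratio was 1.76 when a summit had to lie inside the region and 3.46 with HOX13 peaks found in both lists. Of the H3K27me3 regions, 7.30% of DFL-only (5.71 to 9.28%), 10.4% of shared (9.72 to 11.04%) and 13.2% of PFL-only regions (12.4 to 14.1%) overlapped a HOX13 peak, with 2.45 to 3.61% after shifts. In C-DOM, 40 of 90 HOX13 regions overlapped DFL H3K27ac and 10 PFL H3K27ac. In T-DOM, which held 95 HOX13 regions, the counts were 16 and 28, and in the cluster, with 26, they were 9 and 9.

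**Figure D3:**
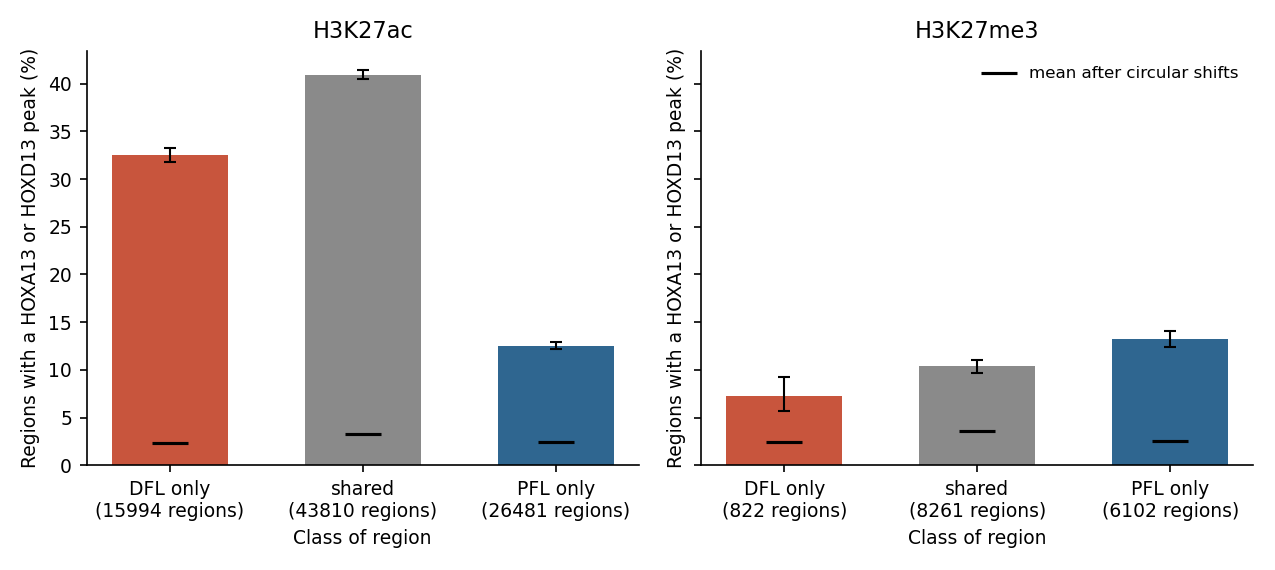
Percent of DFL-only, shared and PFL-only regions of H3K27ac (left) and H3K27me3 (right) that overlap a HOXA13 or HOXD13 peak. Error bars are Wilson 95% intervals and the black marks give the mean after circular shifts. For H3K27ac, 32.5% of DFL-only and 12.53% of PFL-only regions hold a peak.

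Promoter states were compared to find genes whose chromatin differs between digit and forearm cells. Few promoters exchanged one mark for the other. Of 21701 genes, 12591 had H3K27ac at the promoter in both pieces, 252 in DFL alone and 780 in PFL alone. H3K27me3 was at 3510 promoters in both, 103 in DFL alone and 871 in PFL alone. With lists of equal size the last counts were 318 and 410.

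Hoxa13, which the study names among the key genes of the distal limb (chromosome 6, 5′ end at 52260880), had the largest DFL excess of H3K27ac (24968 bp within 50 kb in DFL and 14774 bp in PFL). Stx18, a membrane trafficking gene, followed (11472 and 1412 bp), then Hoxc12, a posterior Hox gene with no H3K27ac in PFL (8051 and 0 bp), and Actrt2 (12209 and 4704 bp). Msx1 (6630 and 1622 bp) and Msx2 (6110 and 2382 bp) encode homeobox factors of the distal mesenchyme. Nkd2, a Wnt antagonist, Dlx2, a homeobox gene, Dpt, an extracellular matrix gene, and Gdf10, a TGF-beta family ligand, had between 3741 and 4271 bp more in DFL. In the other direction Dlk1, a Notch-like ligand of immature mesenchyme and muscle (chromosome 12, 5′ end at 109452823), was first (4875 bp in DFL and 12499 bp in PFL). Lum, the gene of the matrix proteoglycan lumican, had 4204 and 11792 bp, and Col8a2, a collagen gene, 7684 and 14425 bp. Xpnpep1, Cpa5, Dleu7, 1700012B07Rik, Lrrc32, Impa2 and Adamts15, an extracellular protease gene, completed the PFL list.

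H3K27me3 within 10 kb was lower in DFL by the largest margin at Msx2 on chromosome 13, with its 5′ end at 53473074 (0 bp in DFL and 3729 bp in PFL), and Msx1 was among the first 10 as well (371 and 3308 bp). Other genes with most additional H3K27me3 in PFL included the neural regulator gene Neurog1, the transcription factor genes Foxl2 and Pax5, the gap junction gene Gja3, the Notch ligand gene Dll4, Smpd5 and Gfy. In the opposite direction the margins were smaller. Sall1, a zinc finger gene of limb and kidney, had 2168 bp in DFL and 754 bp in PFL, and Mab21l1 1909 and 537 bp. Bin2, Runx1t1, Ddt, Pla2g4e, Dact1, Zfp641, Sim2 and Ptgfr had between 833 and 1166 bp more in DFL.

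At 12 genes the promoter had H3K27ac in DFL alone and H3K27me3 in PFL alone. Among them were Mcub, a mitochondrial calcium channel gene, Ltb4r1, a leukotriene receptor gene, Il13, a cytokine gene, and Hand1, a transcription factor of heart and limb. Hip1r, Tmprss13, Lancl3, Irx2, Fam92b and Them7 were others. Within 50 kb, however, 7 of the 12 genes had more H3K27ac in PFL, among them Ltb4r1 (6775 bp in DFL and 7753 bp in PFL), Hip1r, Tmprss13, Fam92b and Them7. The reverse held for 4 genes, Pcdhga9, Il15, Mapk10 and 4930412O13Rik. These counts were 26 and 8 at −log10 q of at least 5, 7 and 14 at a fold of at least 5, and 10 and 15 with lists of equal size, so their direction depended on the threshold.

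The gene lists ask whether sets of genes with known sites of expression lean to DFL or PFL. For H3K27ac the distal limb, ectoderm, HoxA and HoxC lists leaned to DFL and the muscle and HoxB lists to PFL. Distal limb genes had a median of 403 bp more in DFL (20 of 33 genes higher in DFL, 12 in PFL), at percentile 100 of random lists. That median was 800 bp at −log10 q of at least 5 and 628 bp with lists of equal size. In windows of 100 kb it was 0 bp, so the excess in DFL was then only relative to random lists. The percentile stayed at 100 under these alternatives. Besides Hoxa13 and Msx1, Gli3 and Tfap2a, regulators of patterning and of ectoderm and mesenchyme, had large DFL excesses (3436 and 3429 bp). Exceptions were Tbx3, a T-box factor (2907 bp in DFL and 7390 bp in PFL), and the BMP antagonist gene Grem1 (0 and 3341 bp). Proximal limb genes had a median of −491 bp, which was in the middle of the random lists (percentile 49.4). That list holds Pkdcc (0 bp in DFL and 4734 bp in PFL) and Shox2, which is needed for the upper arm (1519 and 5533 bp), but also Hoxa11, Hoxa10 and Hoxa9, whose windows reach the strongly acetylated Hoxa13 end (24599 bp in DFL and 15570 bp in PFL for Hoxa11).

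Muscle genes were lower in DFL at 9 of 10 members, with a median of −1218.5 bp (percentile 0.285). The count of members alone does not set them apart, since housekeeping genes were lower in DFL at 10 of 10 and endothelium genes at 9 of 10. Myog, the gene of the differentiation factor myogenin, had 2312 bp in DFL and 6704 bp in PFL, and Lbx1, a factor gene of migrating muscle precursors, 270 and 3296 bp. Ectoderm genes were higher in DFL at 8 of 10 members, with a median of 626.5 bp (percentile 100), and 6 of their promoters had H3K27ac in DFL alone. The largest differences were at Esrp1, an epithelial splicing factor gene (1569 and 0 bp), and Grhl3, a surface ectoderm factor gene (4759 and 3627 bp). The medians of HoxA (4635 bp) and HoxC (6508 bp) were at percentile 100, and that of HoxB (−797.5 bp) at 0.01. The HoxD median of −29 bp was at 98.9, with random lists leaning to PFL (−768 bp), and 4 of its genes were higher in DFL and 5 in PFL. The HoxD median turned to 964 bp at −log10 q of at least 5. It was 1069 bp with lists of equal size and 97 bp in windows of 100 kb. HoxC reversed to 0.41 at a fold of at least 5. Endothelium was at percentile 4.87, blood at 49.5, cartilage at 24.1, nerve and glia at 59.3, brain at 61.5 and housekeeping at 19.0.

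For H3K27me3, brain genes had the lowest percentile (0.01), with a median of −2521 bp and 12 of 12 members higher in PFL. They include Pax2, a factor of midbrain and kidney (3649 bp in DFL and 8101 bp in PFL), and Lhx5 (5321 and 9509 bp). Distal limb genes had a median of −1203 bp (percentile 0.05), with 28 of 33 higher in PFL and 13 promoters marked in PFL alone. Hoxa13 had 0 bp in DFL and 6594 bp in PFL. HoxA was at percentile 1.21, HoxB at 0.35 and HoxD at 0.03. With lists of equal size brain stayed low at 0.165, while distal limb moved to 38.2, HoxD to 82.7 and HoxA and HoxB to 100, so only the brain result did not hinge on the longer PFL list. The other lists were within the random range, at 24.1 for proximal limb, 26.3 for muscle, 68.5 for endothelium, 25.2 for blood, 62.7 for ectoderm, 38.9 for cartilage, 74.2 for nerve and glia, 68.4 for housekeeping and 18.8 for HoxC. Of these, proximal limb moved to 99.8 and HoxC to 100 with lists of equal size. At −log10 q of at least 5 proximal limb moved to 0.1, beyond the opposite bound, and HoxC to 99.97. HoxC was at 0.07 in windows of 100 kb.

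**Figure D4:**
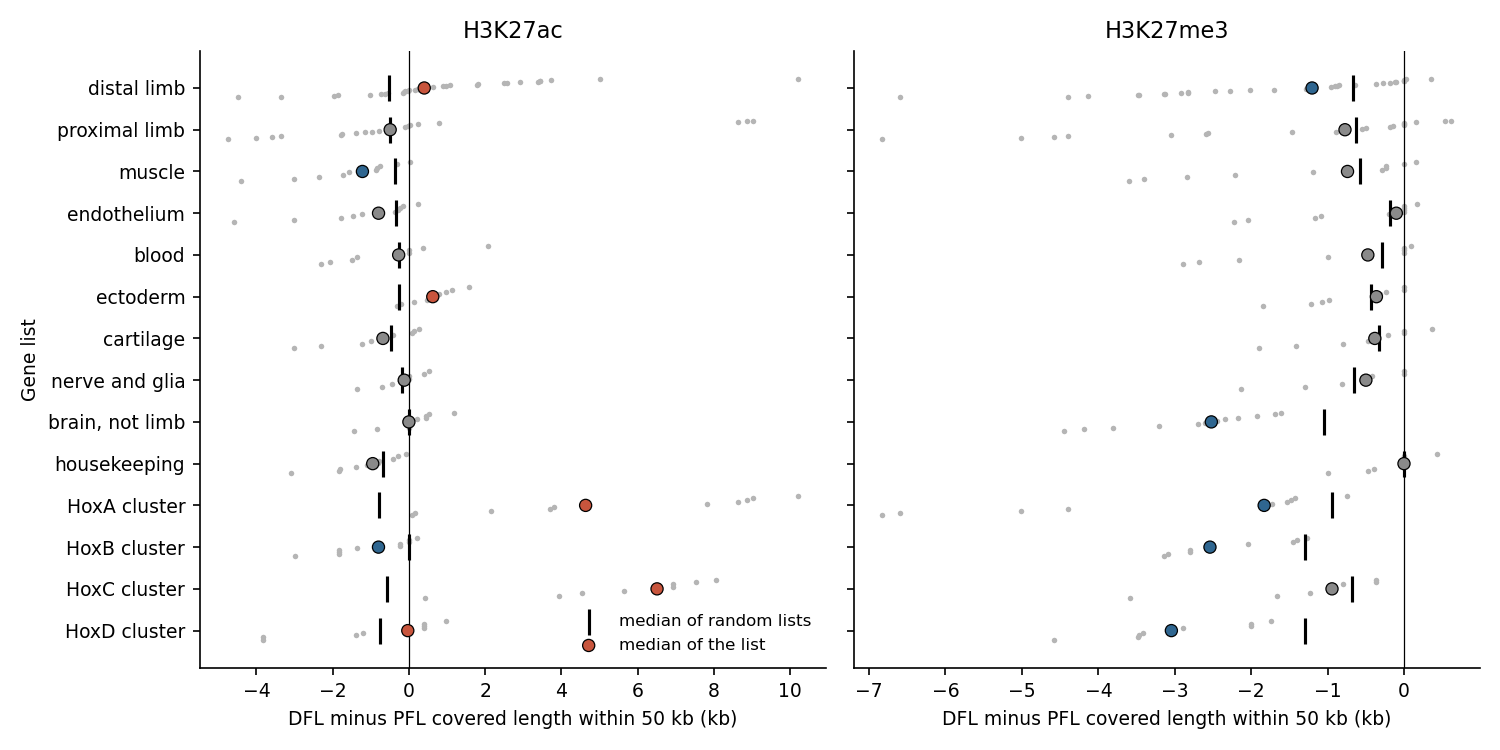
DFL minus PFL covered length within 50 kb of gene starts, in kb, for H3K27ac (left) and H3K27me3 (right). Grey dots are genes, large points are list medians (red beyond the upper percentile bound of random lists, blue beyond the lower bound, grey between) and black bars the median of random lists. Distal limb genes have a median of 403 bp for H3K27ac and −1203 bp for H3K27me3.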

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

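No paired analysis was possible because each group has 1 sample and no numbers in the labels pair the samples. The added muscle and ectoderm lists and the strict threshold in the counted list alone were chosen after seeing the data, and the other alternatives before. Of 333 values under an alternative, 195 stayed on the same side of the percentile bounds or near the original value, 103 moved, 18 lost and 8 gained a position beyond those bounds, and 9 reversed. A percentile counted as reversed once it had crossed the middle of the random values, even where it stayed inside the bounds. The cause of these changes was not tested. For 26 combinations most random lists had the same median and no value was given: all gene lists for H3K27me3 and the distal limb, proximal limb, muscle, endothelium, ectoderm, brain, HoxA, HoxB and HoxD lists for H3K27ac at a fold of at least 5, brain for H3K27ac and housekeeping for H3K27me3 at −log10 q of at least 5, and housekeeping for H3K27me3 at equal list size. The shared H3K27ac (percent of DFL, then of PFL) was 77.7 and 67.4 at −log10 q of at least 5, 90.3 and 84.3 at fold of at least 5, 69.7 and 67.8 at equal list size, 71.6 and 60.4 with 50% of the smaller region, 69.8 and 59.5 with a summit inside, 74.8 and 63.8 with regions within 1 kb merged, and 84.9 and 77.2 with the strict threshold in the counted list alone. For H3K27me3 these were 92.0 and 56.9, 50.6 and 40, 81.0 and 73.9, 87.9 and 53.5, 84.9 and 52.8, then 61.5 of PFL with merging, and 97.1 and 74.9. For CTCF they were 90.3 of DFL, 91.0 and 94.8, 90.6 and 90.6, 92.2 of PFL with merging, and 91.9 and 93.7. For HOXA13 and then HOXD13 they were 65.2 and 85.2, 61.5 and 86.2, 72.1 and 74.5, 60.5 and 78.7, 59.98 and 73.8, and 63.7 and 82.6 with merging. In the HoxD locus, −log10 q of at least 5 gave a C-DOM H3K27ac share of 82.4% in DFL, and percentiles of 4.50 for H3K27ac and 74.3 for H3K27me3 in T-DOM. A fold of at least 5 reversed C-DOM H3K27ac to a DFL share of 0% (0 against 2 regions, percentile 2.31) and T-DOM to 51.6% (3 against 2 regions, percentile 79.1), and 96.7% of PFL CTCF sites were then shared. Windows of any covered length gave 97.1 for C-DOM and 11.4 for T-DOM H3K27ac, and 6.46 and 90.3 for H3K27me3. The T-DOM percentile was 2.66 for H3K27ac at equal list size, and for H3K27me3 95.9 with merging and 90.1 for numbers of regions. The ratio of DFL-only to PFL-only HOX13 shares in H3K27ac was 3.13 at −log10 q of at least 5, 1.79 at fold of at least 5, 2.28 with 50% of the smaller region, 1.76 with a summit inside and 3.46 with HOX13 peaks in both lists. In H3K27me3 it was 0.256 at fold of at least 5, from 2 and 12 regions, with an interval (0.0579 to 1.14) that includes 1. Under these alternatives the ratio stayed above 1 for H3K27ac and below 1 for H3K27me3. At −log10 q of at least 5 the regions nearest the insertion site were 121387 bp away for DFL H3K27me3 and 2816 bp for HOXA13, so the HOXA13 region over the site was gone. For gene lists and H3K27me3, −log10 q of at least 5 gave percentiles of 17.3 for distal limb, 0.1 for proximal limb, 48.3 for HoxA, 75.9 for HoxB (reversed) and 99.97 for HoxC. Equal list size gave 38.2, 99.8, 100 (reversed), 100 (reversed) and 100, and 82.7 for HoxD (reversed). The median still leaned to PFL for HoxB at −log10 q of at least 5 (−581 bp) and for HoxD at equal list size (−586 bp). A window of 100 kb gave 2.91 for distal limb and 0.07 for HoxC, and for H3K27ac 99.7 for brain and 1.67 for housekeeping. A fold of at least 5 reversed H3K27ac of HoxC to 0.41. Promoters with H3K27ac in DFL alone and H3K27me3 in PFL alone, and the reverse, were 26 and 8 at −log10 q of at least 5, and 7 and 14 at fold of at least 5. At equal list size the reverse was 15. A fold of at least 5 left 395 promoters with H3K27ac in DFL alone, and H3K27me3 at 174 in both, 158 in DFL alone and 221 in PFL alone. Equal list size gave 318 with H3K27me3 in DFL alone and 410 in PFL alone.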

Other observations

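Of the tests below, the thinning to the DFL background, the comparison near distal limb genes and other gene lists, its weighting by strength, the ratio of enrichment at the strongest regions, the weighting by region length and the ratios for H3K27ac of a single piece were chosen only after the result was seen. H3K27ac and H3K27me3, which mark opposite states, overlapped at some places within a piece. In DFL, 14.2% of H3K27me3 regions overlapped an H3K27ac region, and in PFL 19.9%, against 3.04% and 3.62% after circular shifts. The region of T-DOM most strongly bound by HOX13 lay at chr2:75252615-75253332 for HOXA13 (fold 20.4, rank 27 of 66761) and at chr2:75252662-75253323 for HOXD13 (fold 16.9, rank 99 of 52660), on the centromeric side of the insertion site. In C-DOM it lay at chr2:74380615-74381384 for HOXA13 (fold 17.2, rank 150). Of the 100 strongest regions of each H3K27me3 list, 15 lay in all 8 lists, whereas 0.385% of all DFL and 0.332% of all PFL regions did. For HOXA13 and HOXD13 the counts were 4 and 7 of 100, and for H3K27ac and CTCF 0. Among the 3 strongest regions of each list, those in Lars2, Cmss1 and Chl1 and near Rpusd4 overlapped all 8 lists, and that in Zc3h7a overlapped 7, with no PFL H3K27ac region.

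PFL had 6102 H3K27me3 regions with no DFL counterpart, most often among weak regions, since after scaling PFL to the DFL background 99.5% of the 1155 strongest regions had a counterpart and 22.9% of the weakest in an equal-sized group. Whether lower depth was the whole cause could not be settled. A total of 6231 PFL regions stayed past the lowest −log10 p of the DFL list (3.84) in nearly all random thinnings to the DFL background. Of these, 87.2% (86.4 to 88.0%) overlapped a DFL region, fewer than the 99.9% that stayed on average in the thinnings. That 99.9% follows from how these regions were chosen, so it is not a share expected between separate libraries. With 1 library per piece, the loss between libraries of equal depth is unknown. The CTCF pair shared 88.7% of DFL and 91.8% of PFL regions. With −log10 q of at least 5 in the counted list alone, these shares were 91.9% and 93.7%. Neither CTCF set was chosen by thinning, so these shares are not matched to the 87.2%. Weaker enrichment of the DFL library at all regions stays open, because the median DFL to PFL ratio of pileup over local background was 0.979 at the strongest 1000 PFL regions and 1.12 at the strongest 1000 DFL regions, so each set leaned to the list it was taken from. Near distal limb genes the share with a DFL counterpart was 36.0% of 111 regions, 27.9 percentage points below the 63.9% elsewhere. Regions elsewhere weighted to the same strength and local background reached 53.6%, with a lower bound of 51.8%. That lower bound lay above the upper bound near those genes when 27 loci are resampled (46.8%). It also lay above that outside the HoxA and HoxD clusters (38.5%, 29.4 to 48.5%). It lay below the resampled bound that also allows for 16 gene lists (52.7%). This share was not computed for the Hox cluster lists, so 16 exceeds the number of lists compared. The bound for that smaller number was not computed. Weaker enrichment and H3K27me3 missing near distal limb genes in DFL therefore cannot be told apart there. The difference was no longer beyond its spread once 16 lists were allowed for, and the same genes had already shown less H3K27me3 in DFL. The interval (27.7 to 45.3%) overlapped that of brain genes (53.9%, 43.6 to 63.9%), and the distal limb list moved to percentile 38.2 at equal list size.

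HOX13 peaks were more frequent in PFL-only than in DFL-only H3K27me3 regions, where 60 of 822 regions held them. Longer PFL-only regions as the cause were argued against, because the PFL-only share weighted to the lengths of DFL-only regions was 11.96%, above the upper bound of 9.28% for DFL-only regions. Overlap with H3K27ac as the whole cause was argued against as well, because among regions without H3K27ac the share was 10.6% in PFL-only (9.80 to 11.5%) and 6.05% in DFL-only regions (4.45 to 8.16%). DFL H3K27ac overlapped PFL-only regions with a HOX13 peak 2.501 times as often as those without, but DFL-only H3K27me3 regions gave 2.14 times. For H3K27ac of a single piece, PFL-only regions gave 4.54 times (3.32 to 6.20) with DFL alone and 1.69 times (1.25 to 2.28) with PFL alone. These single-piece values lean to HOX13 sites with H3K27ac in DFL where PFL has H3K27me3. Within PFL-only regions, however, the HOX13 share with H3K27ac of DFL alone was 1.996 times (1.46 to 2.73) that with H3K27ac of PFL alone. That was not above the 2.60 times of all DFL-only against PFL-only H3K27ac regions. HOX13 sites with H3K27ac in DFL where PFL has H3K27me3 therefore cannot be told apart from the general tie of HOX13 to DFL-only H3K27ac, and weaker enrichment in DFL stays open as well.

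Ectoderm genes had more H3K27ac in DFL and muscle genes more in PFL, and since the labels name no cell sort, a different mix of cells is a candidate explanation. An added muscle list was at percentile 0 of random lists, with a median of −2360 bp against −449 bp for random lists and 12 of 13 genes higher in PFL, among them Myh3 (1402 and 5435 bp), Des (5958 and 9408 bp) and Actc1 (379 and 2349 bp). The longer PFL list as the cause was argued against, since the first muscle list was at 0.18 with lists of equal size. An added ectoderm list was at percentile 98.9, but 7 of its 15 genes were higher in DFL and 8 in PFL with a median of −35 bp, and Krt8 was higher in PFL (3294 and 5434 bp), while at equal list size the median turned to 143 bp (8 higher in DFL and 6 in PFL, percentile 99.8). More muscle cells in the proximal piece may therefore account for the muscle difference, more ectoderm in the distal piece stays open with members that go both ways, and a difference in activity within the same cells was not tested.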
